A study of Drosophila melanogaster with 9 samples. Its data were reported in "Psi promotes Drosophila wing growth via direct transcriptional activation of cell cycle targets and repression of growth inhibitors" (2023).

How the data were processed

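RNA was sequenced from the wing imaginal discs of Drosophila melanogaster larvae, the epithelial sacs that form the adult wing. There were 3 control, 3 Psi RNAi and 3 Myc RNAi libraries, grouped by their labels. Per the labels, a ubiquitous tubulin-GAL4 driver held in check by temperature-sensitive GAL80 drove the hairpins, and the controls carried the driver without a hairpin. The deposited control counts are named after a white-eyed laboratory strain, so the genotype of the controls is not certain, and the labels were followed. Per the description of the series, knockdown was limited to the 3 days before collection and each replicate pooled 60 discs gathered in lots of 20. No source says whether pools came from separate crosses, so p-values measure the spread between these pools, part of which may be technical. The sources differ on the larval stage and on the second rearing temperature, and neither entered a comparison.

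The deposited counts are whole read pairs per gene with 1 library per file, made by the authors with FastQC 0.11.6, TopHat2 2.1.1 and HTSeq 0.6.1 from stranded poly(A) libraries aligned to a FlyBase release of the fly genome. The authors' deposited tables of log2 fold changes and p-values for each knockdown came from DESeq2 1.12.0. Their deposited splicing tables came from rMATS, for Psi RNAi and control only, and hold p-values, FDR values and differences of inclusion level, the share of transcripts that include a segment. The headers of those tables do not name which group comes first, so differences are given as sizes without direction. In 45.7% of the listed events the deposited read counts of the 3 libraries had lost their separating commas, and these counts were used only to ask whether an event had at least 20 reads per library on average. A further 28 columns of values per library in the authors' tables were not used.

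Total gene counts ran from 26287040 to 34401160 per library. The 5 summary lines of each count file were left out of library sizes and tests. Pairs in no gene made up 1.28% to 1.90% of the pairs in a file, ambiguous pairs 1.52% to 1.80%, and pairs aligned to more than one place 9.52% to 15.8%. Since pairs of the last kind stand outside the gene counts, genes with near-identical copies are uncertain. Of 17471 genes, 13375 took their symbol from the authors' tables and 4054 from a reference table, and 42 had none. Gene positions are from the Release 6 plus ISO1 MT assembly, and positions of splicing events are those of the deposited tables.

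Counts were tested with edgeR 4.0.16 in R 4.3.3, using TMM scaling, the filter of filterByExpr, which kept 9235 genes, a robust quasi-likelihood fit over all 9 libraries with no covariate, and Benjamini-Hochberg adjustment within each contrast. A gene was called at an adjusted p below 0.01, the level the study used. Levels are CPM, the counts of a gene relative to the TMM-scaled total of its library, errors on log2 fold changes are standard errors, and other errors are standard deviations over 3 libraries. The biological coefficient of variation was 23.0%. Against a group with no counts a fold was bounded by 3 counts over the group, and with 1 to 3 counts the ratio is given with its 95% counting interval. Bounds and intervals cover counting error only. Gene lists (32 named, 31 with at least 3 tested members) were tested with camera in limma 3.58.1 at a preset correlation of 0.01, adjusted by Benjamini-Hochberg over 62 tests, with an estimated correlation alongside. List median, list mean and camera direction differed in sign in 15 of these tests, none of them called. A further test, fry, asked whether a list itself moved in one direction, without setting it against other genes, and was adjusted in the same way. Splicing tables were described at the authors' FDR below 0.01, and overlaps were tested with Fisher's exact test.

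Same-numbered control and Myc RNAi libraries deviated together from their group means, with correlations across genes of 0.232 to 0.442 in 3 pairs, all over 0.1, so these numbers were taken to pair them. The pairing rests on the data, since no source says what a number shares. The main fit does not use it, and the fit with the replicate number as a block is given as an alternative. Between control and Psi RNAi the correlations were 0.0901 to 0.304, and those libraries were not taken as paired. The contrasts, lists, thresholds, alternatives and the rule for naming genes were fixed before the data were examined. The text names, for each knockdown, Psi and Myc, the genes that the study's text names, the 8 rises and 8 falls of largest fold (mean of at least 1 CPM, groups separated), the 4 rises and 4 falls of smallest p among other genes whose symbol is not a CG or CR number, and up to 4 members of smallest p from each list described. Between the knockdowns it names 5 each way, and for splicing the genes of the study's text and the 10 of smallest FDR with a difference of at least 0.1. Other genes were picked after their values were seen and are marked so. A gene that the rule selects among list members is not reported here.

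The steps were tested on simulated data for the Psi RNAi contrast, with 50 genes changed at each size among 9235. edgeR called 4.0% of those at 1.25-fold, 46.0% at 1.5-fold, 74.0% at 2-fold and 76.0% at 4-fold, and 3 unchanged genes. The slope of estimated on true change was 0.985. Recovery of 80% at 4-fold was first required and not met. The requirement was then restricted to genes of at least 10 CPM, of which 35 of 35 were called. The alternatives were DESeq2 1.42.0, its size factors in edgeR, no filter and a stricter filter, only the groups compared, the replicate number as a block, other thresholds, an estimated correlation for the lists and leaving out each library. limma-voom with library quality weights, and leaving out control replicate 1 with Psi RNAi replicate 1, were chosen after seeing the data.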

Results

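The study looked for genes through which Psi controls growth of the wing, and the series also holds knockdowns of the growth regulator Myc. Psi is a protein with KH domains that binds RNA, and its human relative FUBP1 binds single-stranded DNA. RNA-seq profiles were obtained from wing discs after Psi RNAi, after Myc RNAi and in the control, with 3 libraries in each group. The controls held 34401160, 32850072 and 27051832 counted read pairs, the Psi RNAi libraries 28871760, 29438682 and 28348413, and the Myc RNAi libraries 32835770, 28236332 and 26287040. Correlations of log values between libraries of one group, across genes, were 0.965 to 0.987, and the lowest chi-square per degree of freedom between such libraries was 18.3, so no pair agreed within sampling noise. Wing disc markers summed to 7696 ± 103 CPM in the controls, 7101 ± 401 CPM in Psi RNAi and 7819 ± 196 CPM in Myc RNAi (SD, n = 3). All 3 Psi RNAi sums (6638, 7343 and 7323 CPM) lay below all 3 controls (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allows). A single member, Ance, went from 1337, 1202 and 1314 CPM in the controls to 673, 676 and 678 CPM in Psi RNAi. That fall was about as large as the difference between the mean sums, so the lower sums do not show a fall across the list. By log2 fold change, 22 of the 33 members were lower and 11 higher, with 1 called. Fat body markers, led by Fbp1, Lsp2 and Lsp1beta, which were singled out after their values were seen, summed to 11918, 4084 and 1026 CPM in the controls, 7215, 1013 and 488 CPM in Psi RNAi and 2679, 1272 and 997 CPM in Myc RNAi. Salivary gland and gut markers summed to 1626 CPM in Psi RNAi replicate 1, where the digestive protease gene Jon65Aiv stood at 1093 CPM, and to 616 CPM in Myc RNAi replicate 3, against 103 to 227 CPM in the other libraries.

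**Figure D1:**
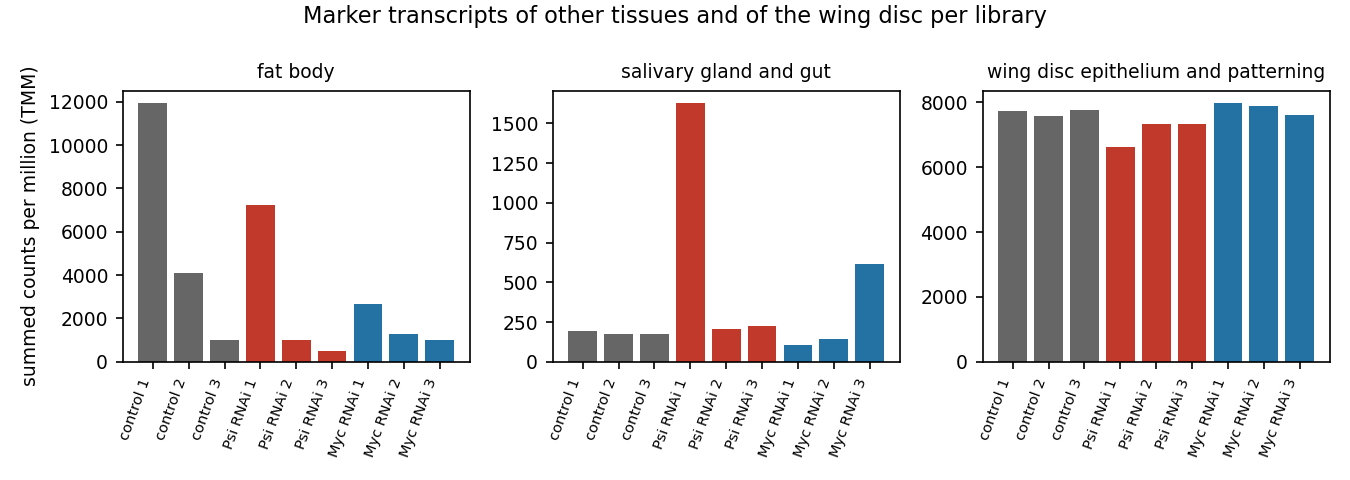
Summed CPM (TMM-scaled, y axis) of fat body, salivary gland and gut, and wing disc marker lists in each of the 9 libraries (x axis, 1 bar per library). Fat body markers were highest in control replicate 1 (11918 CPM) and Psi RNAi replicate 1 (7215 CPM).

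The targeted genes were examined first, in every library. Psi (FBgn0014870, 2R, 16861321 to 16867714) was at 335, 322 and 323 CPM in the controls and at 74.7, 65.7 and 61.7 CPM in Psi RNAi, a log2 fold change of -2.28 ± 0.08 (edgeR, Benjamini-Hochberg adjusted p = 1.13e-06, n = 3 per group). In Myc RNAi it stood at 346, 311 and 307 CPM, with a log2 fold change of -0.03 ± 0.07 (edgeR adjusted p = 0.818). Myc (FBgn0262656, X, 3373159 to 3391697) was at 150, 147 and 139 CPM in the controls, 107, 118 and 108 CPM in Psi RNAi and 132, 109 and 103 CPM in Myc RNAi. All 6 knockdown libraries lay below all 3 controls, but the log2 fold changes of -0.39 ± 0.09 in Psi RNAi (edgeR adjusted p = 0.0214) and -0.34 ± 0.09 in Myc RNAi (edgeR adjusted p = 0.0146) did not pass 0.01. Myc was called in Psi RNAi with DESeq2 (adjusted p = 0.000858) and by edgeR with only those 2 groups fitted (0.00501), with a range of 0.000858 to 0.0819 over its alternatives. In Myc RNAi it was called with DESeq2 (adjusted p = 0.00302), by edgeR with the replicate number as a block (log2 fold change -0.34, adjusted p = 0.00972) and by edgeR without Myc RNAi replicate 1 (0.000830), with a range of 0.000830 to 0.0545. In the authors' deposited tables it was 0.000863 and 0.00313. The Myc estimates of the knockdowns differed by -0.05 on the log2 scale, with a 95% interval of -0.24 to 0.14.

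**Figure D2:**
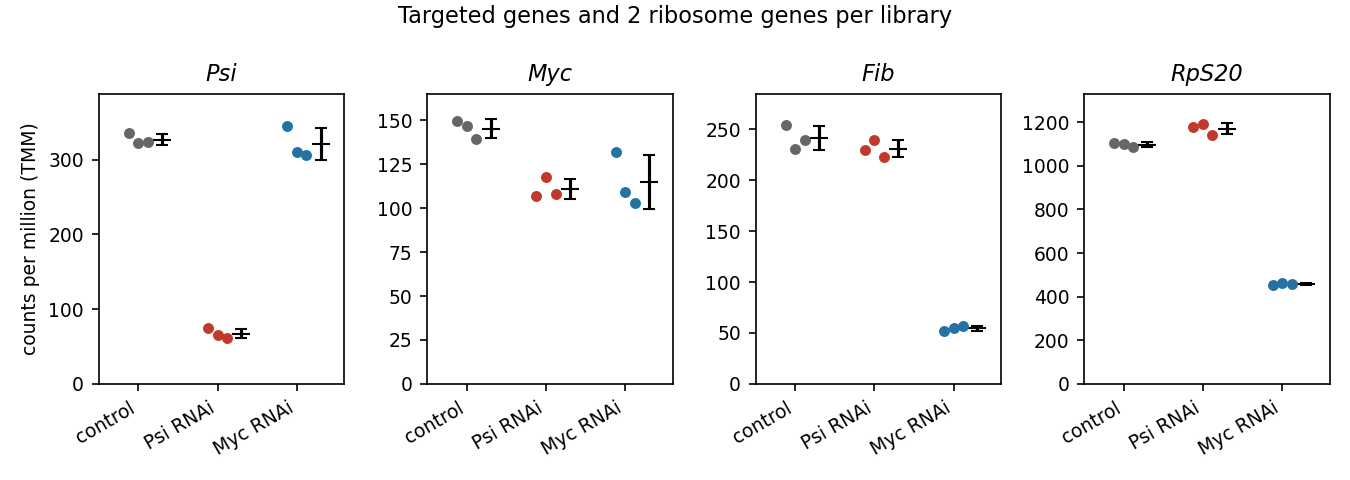
CPM (TMM-scaled, y axis) of Psi, Myc, Fib and RpS20 in each library (points) by group (x axis), with the mean and SD of 3 libraries beside them. Psi averaged 327 CPM in the controls, 67.4 CPM in Psi RNAi and 321 CPM in Myc RNAi, and Fib fell from 241 CPM in the controls to 54.7 CPM in Myc RNAi.

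Psi RNAi changed 376 of 9235 tested genes, with 166 higher and 210 lower than control at an edgeR adjusted p below 0.01. By the naming rule, the genes of smallest p in this paragraph leave out those of largest fold and those whose symbol is a CG or CR number. After Psi itself, the falls of smallest p were scaf, a gene for an inactive relative of serine proteases, from 135 to 50.0 CPM (-1.43 ± 0.05), the teashirt-family transcription factor gene tio from 94.3 to 41.2 CPM (-1.20 ± 0.05), and Cubn, which encodes a cubilin-like endocytic receptor, from 58.1 to 12.3 CPM (-2.24 ± 0.11). The rises of smallest p were su(sable), which encodes an RNA-binding protein, from 145 to 292 CPM (1.01 ± 0.05), the glutathione S-transferase gene GstD9 from 18.5 to 71.7 CPM (1.95 ± 0.09), the proteasome maturation gene Pomp (0.71 ± 0.04) and the serpin gene Spn28Dc (0.73 ± 0.04). Their edgeR adjusted p ran from 1.63e-06 (scaf) to 2.20e-05 (Pomp), with 3 libraries per group. scaf lies on 2R at 5676750 to 5691723, tio on 2L at 22019208 to 22025734 and su(sable) on X at 635890 to 643760.

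The largest rises in Psi RNAi were in genes nearly silent in the controls. mthl8 had no control counts and was at least 564-fold higher, at 18.6 CPM, and the non-coding gene CR43767 was at least 381-fold higher. Hsc70-2 rose by 8.44 ± 0.41 on the log2 scale, the body pigment gene y by 5.77 ± 0.44, the non-coding gene CR45923 by 4.79 ± 0.23 and CG43646 by 3.67 ± 0.67. CG31798, with 2 counts in the controls, had a 95% counting interval of 84.9 to 2552 for its ratio to control. Hsp70Bb went from 0.298 to 44.3 CPM, a value that near-identical Hsp70 copies make uncertain. Among the largest falls, Cyp6a17 changed by -6.37 ± 0.74, the ciliary transport gene Oseg5 by -4.87 ± 0.39 and CG9121 by -2.81 ± 0.21, and CG13032 had a 95% counting interval of 0.000409 to 0.0123 for its ratio. CG13409, Rab3, Cyp6d2 and Mal-B2 changed by -3.17 ± 0.48, -3.15 ± 0.54, -2.59 ± 0.48 and -2.48 ± 0.45. With edgeR, the calls of CG13409, CG43646 and Rab3 were lost without any one of the 6 libraries except control replicate 3, that of Cyp6d2 without any of the 6, that of Mal-B2 without any but Psi RNAi replicate 1, and that of Hsp70Bb without any control or Psi RNAi replicate 1. With only the 2 groups fitted the same calls were lost, except that of Hsp70Bb. The highest adjusted p over the alternatives of CG13409, CG43646, Rab3, Cyp6d2, Mal-B2 and Hsp70Bb was 0.0232, 0.0382, 0.0410, 0.0422, 0.0455 and 0.0173 in that order, and the lowest was 5.43e-06, 6.49e-09, 2.71e-06, 5.86e-06, 1.55e-06 and 6.03e-36.

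The Psi RNAi count fell when libraries were left out, which also leaves fewer degrees of freedom. It was 158, 177 and 182 genes without control replicate 1, 2 or 3, 164 and 150 without Psi RNAi replicate 1 or 2, and 82 without the libraries richest in fat body transcripts in their groups, control replicate 1 and Psi RNAi replicate 1. DESeq2 called 873 genes, among them all 376, and the authors' deposited table held 882.

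Of the 15 genes the study's text names, chosen in part on these libraries and so not independent evidence, 4 were called in Psi RNAi over all genes, and 8 rises and 6 falls adjusted over the list alone. The transcription factor gene ewg fell from 144 to 66.3 CPM (edgeR adjusted p = 3.94e-05) and the SR protein gene B52 changed by -0.22 ± 0.04, while the splicing factor gene SF1 rose by 0.41 ± 0.04 and the BMP-1-like protease gene tok by 0.48 ± 0.05. The call of B52 (edgeR adjusted p = 0.00496) was lost without any one of the 6 libraries and with only the 2 groups fitted, with adjusted p from 2.73e-08 to 0.0252 over its alternatives. The Cdc25 phosphatase gene stg was at -0.64 ± 0.14 (edgeR adjusted p = 0.0262), and chic, emp, dlp, dally, Exn, fz2, Saf-B, CG7971 and CR44811 had edgeR adjusted p from 0.0126 to 0.148. DESeq2 called stg and each of these but CG7971, with adjusted p from 4.03e-05 (stg) to 0.00936 (dlp). Without control replicate 2, CR44811 was called (edgeR adjusted p = 0.00790, with a range of 0.000217 to 0.0517 over its alternatives).

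Camera called 3 of the 31 fixed lists in Psi RNAi at its preset correlation and 0 with an estimated one. The 394 genes with a CR symbol, that of a non-coding gene, in the authors' tables or in the reference table gave 30 rises and 11 falls over all genes, and 44 and 14 adjusted over the list alone, with a median log2 fold change of 0.24 (camera adjusted p = 5.00e-05; adjusted p = 0.487 with an estimated correlation). Examples besides CR45923 and CR43767 were CR45139 at 0.96 ± 0.08 and CR44807 at 1.38 ± 0.12. The 87 cytosolic ribosomal protein genes had a median of 0.04 (camera adjusted p = 0.000900; adjusted p = 0.957 with an estimated correlation). edgeR called 0 of them over all genes and 0 adjusted over the list alone, with 14 at an unadjusted p under 0.05 and 8 called by DESeq2, and RpS23 had the smallest p at 0.19 ± 0.04. The 43 genes of G1-S and DNA replication had a median of -0.09 (camera adjusted p = 0.00721; adjusted p = 0.957 with an estimated correlation). Here too edgeR called 0 over all genes and 0 adjusted over the list alone, with 12 at an unadjusted p under 0.05 and 1 called by DESeq2, and dap and CycE were at -0.32 ± 0.08 and -0.24 ± 0.06. The ribosomal protein call was lost without Psi RNAi replicate 1 (camera adjusted p = 0.0369) or 2 (0.0164), with a range of 1.60e-07 to 0.957 over its alternatives. The G1-S call was lost without control replicate 1 (camera adjusted p = 0.0441), control replicate 3 (0.0891), Psi RNAi replicate 1 (0.0526) or 3 (0.0119), with a range of 0.000110 to 0.957. In Psi RNAi the CR, ribosomal protein and G1-S lists had fry adjusted p of 0.0392, 0.318 and 0.311, none below 0.01. The list of pigment and marker genes, not called by camera, had a fry adjusted p of 0.00494.

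The other 28 lists had camera adjusted p from 0.0381 to 0.943 in Psi RNAi. In the list of pigment and marker genes, y and the eye pigment transporter gene w were the 2 of 5 that rose, w from 76.0 to 458 CPM (2.59 ± 0.31, edgeR adjusted p = 0.00340). Splicing factor genes gave 2 rises, su(sable) and SF1, and 5 falls among 55, with 2 and 7 adjusted over the list alone. pUf68 changed by -0.63 ± 0.07 and CG13900, the gene of an SF3b subunit, by -0.22 ± 0.03, whereas su(sable) acts on transcript stability and is no core splicing factor. In the G2-M list 39 of 50 genes were lower and 11 higher (camera adjusted p = 0.0424; adjusted p = 0.957 with an estimated correlation). edgeR called 1 of them, with 13 at an unadjusted p under 0.05 and 3 called by DESeq2. The called gene was the kinetochore gene Nnf1b at -2.02 ± 0.24, which was also called in Myc RNAi at -1.70. Among 40 oxidative and xenobiotic stress genes GstD9 and GstE12 rose and GstD3 changed by -0.67 ± 0.08. The peptidase gene Ance, in the wing disc list, whose lower summed CPM in Psi RNAi rested largely on this gene as above, changed by -0.93 ± 0.05 and nab, in the Wg list, by -0.69 ± 0.10. The fat body list, whose transcripts varied between libraries as above, and the haemocyte list, whose sums ran from 1642 to 2358 CPM, had medians of -0.74 and -0.78 with 0 genes called by edgeR, 1 and 4 at an unadjusted p under 0.05, and 0 by DESeq2 in both (camera adjusted p = 0.145 and 0.0381).

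Several of these calls were lost when 1 library was left out, which also leaves fewer degrees of freedom. With edgeR, w was lost without any control or Psi RNAi replicate 1 (adjusted p from 5.04e-17 to 0.0233 over its alternatives), nab without control replicate 1 or 3 or Psi RNAi replicate 1 or 2 (7.76e-09 to 0.0191), and GstE12 and CG13900 without any library but Psi RNAi replicate 3 (1.66e-06 to 0.0296, and 7.55e-09 to 0.0246). The calls of w, GstE12 and CG13900 were also lost with only the 2 groups fitted. Some lists passed only when a library was left out. Without control replicate 2 or Psi RNAi replicate 2 the G2-M list was called (camera adjusted p = 0.000488 and 0.00376), and without control replicate 3 the neuron and glia list was (3.00e-05). Without Psi RNAi replicate 2 the pigment, haemocyte and larval muscle lists were called (camera adjusted p = 0.00283, 0.00824 and 0.000246), and without Psi RNAi replicate 1 the fat body list was (0.000211). The highest adjusted p over the alternatives of these 6 lists lay between 0.487 and 0.984.

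Myc RNAi changed 1754 of 9235 genes, 702 of them higher and 1052 lower than control at an edgeR adjusted p below 0.01. The genes of smallest p given next leave out those of largest fold and those whose symbol is a CG or CR number. The falls of smallest p were genes of the ribosome and its assembly. Fib (2R, 23072909 to 23074725), which encodes the nucleolar methyltransferase fibrillarin, went from 241 ± 11.7 to 54.7 ± 2.43 CPM (SD, n = 3), a log2 fold change of -2.14 ± 0.05. The snoRNP gene hoip fell from 118 to 26.1 CPM, RpS20 from 1097 to 458 CPM and RpL13 from 1532 to 624 CPM, all at an edgeR adjusted p of 4.96e-08. The rises of smallest p were the photolyase gene phr from 22.2 to 58.5 CPM (1.40 ± 0.06), the odorant-binding protein gene Obp56a from 5.20 to 40.7 CPM (2.96 ± 0.13), the guanine nucleotide exchange factor gene Exn (0.58 ± 0.04) and CHKov2 (0.87 ± 0.06). DESeq2 called 2350 genes.

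Among the largest rises in Myc RNAi, mthl8 was at least 1104-fold higher than in the controls, and the pair-rule gene ftz, with 2 control counts, had a 95% counting interval of 135 to 4057 for its ratio. CR45822, CR45835, CG8620, Ir76a and CG43646 rose by 7.14 ± 0.36, 5.70 ± 0.35, 5.26 ± 0.44, 4.47 ± 0.32 and 3.98 ± 0.67 on the log2 scale. Hsp70Bb reached 1017 CPM (11.72 ± 0.76), with the same doubt about shared reads. CG13032 was at least 222-fold lower than in the controls. Cyp6a17, Oseg5, CG3649, CG9121, CG3457 and pes changed by -6.99 ± 0.77, -4.93 ± 0.39, -4.05 ± 0.51, -3.26 ± 0.21, -2.77 ± 0.31 and -2.68 ± 0.20, and CR46123 fell from 16.3 to 1.54 CPM.

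Camera called 9 lists in Myc RNAi at the preset correlation. Of 87 cytosolic ribosomal protein genes, 83 fell over all genes and 84 adjusted over the list alone, with a median log2 fold change of -0.95 (camera adjusted p = 1.05e-51; adjusted p = 0.258 with an estimated correlation). Their share of all gene counts was 12.5% ± 0.146 in the controls, 12.8% ± 0.378 in Psi RNAi and 7.14% ± 0.0778 in Myc RNAi (SD, n = 3). Of 53 genes of ribosome biogenesis and the nucleolus, 50 fell over all genes, and 51 fell and 1 rose adjusted over the list alone, with a median of -1.18 (camera adjusted p = 1.94e-33; adjusted p = 0.258 with an estimated correlation). CG4038 changed by -2.13 ± 0.06 and Nop60B fell from 492 to 123 CPM, while another member, pes, encodes a scavenger receptor. For RNA polymerase I and III, 16 of 20 genes fell, 17 adjusted over the list alone, with a median of -0.53 (camera adjusted p = 2.27e-09; adjusted p = 0.258 with an estimated correlation), and RpI135 changed by -1.82 ± 0.08. Translation factors gave 31 falls among 36, also 31 adjusted over the list alone, with a median of -0.45 (camera adjusted p = 5.34e-15; adjusted p = 0.334 with an estimated correlation), and Ef1gamma changed by -1.03 ± 0.04. Mitochondrial ribosomal protein genes gave 36 falls among 72, 44 adjusted over the list alone, with a median of -0.29 (camera adjusted p = 3.25e-13; adjusted p = 0.487 with an estimated correlation).

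Among lists that rose in Myc RNAi, the 29 genes of apoptosis, JNK and p53 stress gave 10 rises, 12 adjusted over the list alone, with a median of 0.32 (camera adjusted p = 3.03e-05; adjusted p = 0.114 with an estimated correlation). The stress transcription factor gene Xrp1 went from 603 to 1379 CPM, the JNK phosphatase gene puc rose by 0.83 ± 0.06, Gadd45 by 2.45 ± 0.18 and CG6272, the gene of the Xrp1 partner Irbp18, by 0.84 ± 0.11. The Dpp list gave 9 rises and 1 fall among 30, 10 and 2 adjusted over the list alone, with a median of 0.11 (camera adjusted p = 0.00119; adjusted p = 0.487 with an estimated correlation). tok rose by 0.52 ± 0.05 and the glypican genes dally and dlp by 0.48 ± 0.05 and 0.48 ± 0.06, and so did Cul2 (0.93 ± 0.10), a ubiquitin ligase scaffold gene. The EGFR and Ras list gave 5 rises among 23, also 5 adjusted over the list alone, with a median of 0.13 (camera adjusted p = 0.00277; adjusted p = 0.487 with an estimated correlation), and aop, rl and pnt rose by 0.33 ± 0.04, 0.78 ± 0.10 and 0.71 ± 0.10. Its call was lost without Myc RNAi replicate 2 (camera adjusted p = 0.0156, with a range of 0.00120 to 0.487 over its alternatives). The genes with a CR symbol in the authors' tables or in the reference table gave 47 rises and 8 falls among 394, 42 and 8 adjusted over the list alone, with a median of 0.23 (camera adjusted p = 0.000247; adjusted p = 0.566 with an estimated correlation), and CR43087 and CR43086 rose by 2.69 ± 0.12 and 2.44 ± 0.12. In Myc RNAi the CR list had a fry adjusted p of 0.0304, and the other lists called by camera had 3.04e-06 to 0.00366. Of lists not called by camera, only the genes the study names passed 0.01 (fry adjusted p = 0.000726).

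The other 22 lists had camera adjusted p from 0.0348 to 0.922 in Myc RNAi. It was 0.0348 for Wg, where sgg rose by 0.29 ± 0.05, 0.0533 for Hippo, 0.293 for Notch, 0.517 for Mediator and for splicing factors, 0.771 for ecdysone response and for G1-S, and 0.132 for G2-M, which was called without Myc RNAi replicate 2 (0.00851, with a range of 0.00851 to 0.957 over its alternatives). The heat shock list had a median of -0.47 and a mean of 0.69, with 3 rises and 4 falls among 17, and Hsc70-4, Hsp60 and Hsc70-5 changed by -0.71 ± 0.06, -0.96 ± 0.08 and -0.58 ± 0.06 (camera adjusted p = 0.306). Of 40 oxidative and xenobiotic stress genes 7 rose and 5 fell, with GstD3 and GstE6 at 0.90 ± 0.08 and 1.82 ± 0.20, and GstD9 at -0.62 ± 0.09. Of the 15 genes the study names, Exn, tok, dally, dlp, CR44811 and emp rose and ewg fell, with 7 rises and 3 falls adjusted over the list alone, which is not independent evidence. The call of emp (edgeR adjusted p = 0.00426) was lost without any control or Myc RNAi replicate 1 or 2, with adjusted p from 6.65e-06 to 0.0206 over its alternatives.

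**Figure D3:**
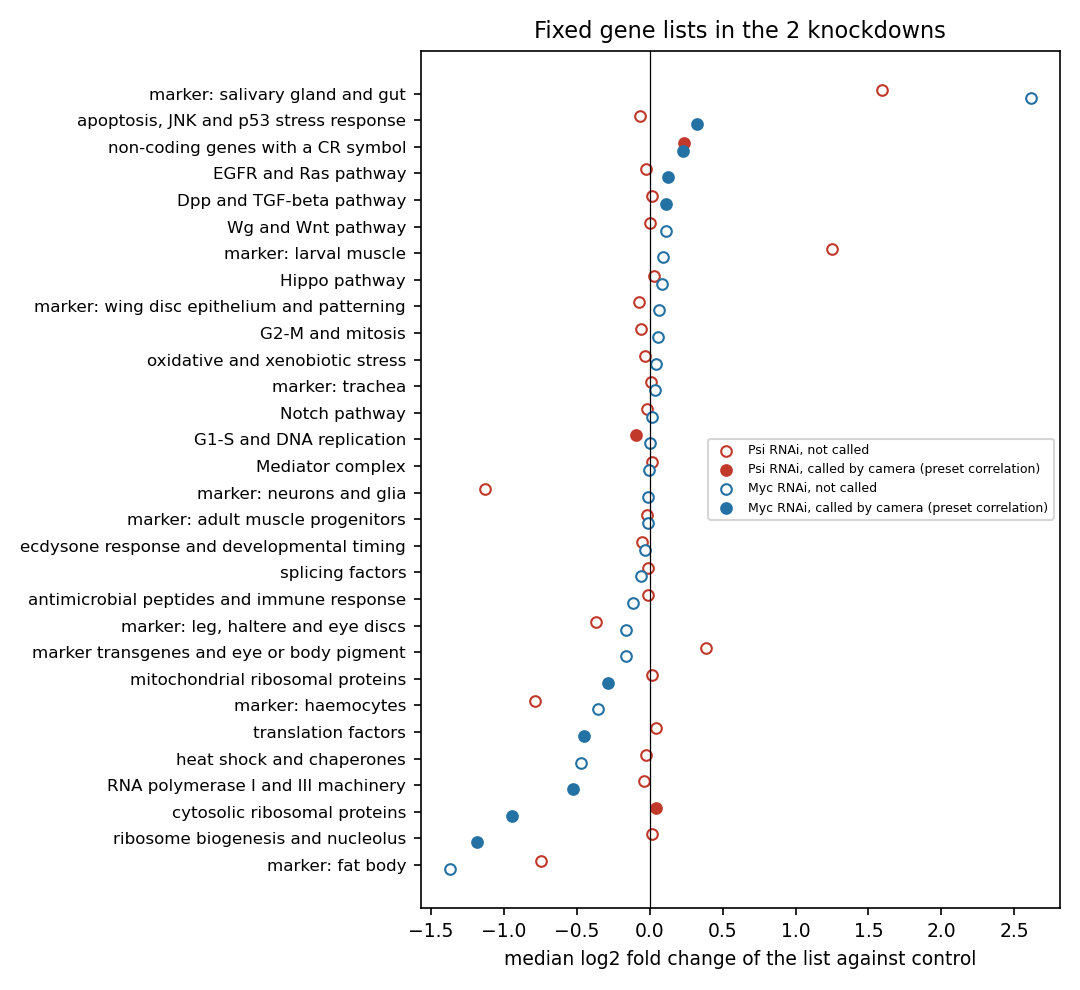
Median log2 fold change against control (x axis) of each tested fixed list (y axis; the genes named by the study are left out) in Psi RNAi and Myc RNAi. Filled points were called by camera at the preset correlation (3 lists in Psi RNAi, 9 in Myc RNAi) and open points were not.

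Psi RNAi was compared directly with Myc RNAi to test which effects differed. edgeR called 2060 genes at an adjusted p below 0.01, 1180 higher and 880 lower in Psi RNAi. Of the ribosomal protein genes 83 of 87 were called higher in Psi RNAi, 84 adjusted over the list alone (camera adjusted p = 3.00e-51; adjusted p = 0.145 with an estimated correlation), and of the ribosome biogenesis genes 50 of 53 were called higher and 1 lower, 51 and 2 adjusted over the list alone, with a median difference of 1.20 (camera adjusted p = 7.04e-32; adjusted p = 0.145 with an estimated correlation). The apoptosis, JNK and p53 list was lower in Psi RNAi, with a median of -0.45 and 15 of 29 genes called lower and 2 higher, 17 and 2 adjusted over the list alone (camera adjusted p = 2.83e-06; adjusted p = 0.0402 with an estimated correlation). The G2-M list had 42 of 50 genes lower and 8 higher, with 7 called lower (camera adjusted p = 0.000617, and 0.836 with an estimated correlation). At the preset correlation camera also called the Dpp, EGFR and Ras, and wing disc lists lower in Psi RNAi. It called the mitochondrial ribosomal protein, RNA polymerase and translation factor lists higher. The genes with a CR symbol, higher than control in each knockdown, were not called as a list between them. Their median difference was 0.0075, with 200 higher and 194 lower in Psi RNAi (camera adjusted p = 0.825, and 0.961 with an estimated correlation). edgeR called 44 of them higher and 38 lower. Both rises were taken against the same controls, so a difference particular to the controls cannot be told apart from effects of the knockdowns. The largest differences upward were CG31798, at least 212-fold, then Hsc70-2 and CR43767, whose ratios had 95% counting intervals of 342 to 4855 and 211 to 46503. CG3649 differed by 4.79 ± 0.52 and CG11594 by 4.29 ± 0.91, a call lost without any one of the 6 libraries (edgeR adjusted p from 1.27e-05 to 0.0421 over its alternatives). The largest differences downward were ftz and CR45822, with counting intervals of 2.80e-05 to 0.00619 and 0.000563 to 0.00801 for the ratio, and CR45835, CG8620 and CG15597 at -5.80 ± 0.35, -5.71 ± 0.45 and -5.04 ± 0.47.

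Genes called the same way in both knockdowns numbered 123, of which 64 rose and 59 fell, where independent lists of these sizes would share 12.6 and 23.9. Another 24 fell in Psi RNAi and rose in Myc RNAi, against 16 in independent lists, and 7 did the reverse, against 18.9. Among the shared changes were mthl8, Hsp70Bb, CG43646 and tok upward, and CG13032, Cyp6a17, Oseg5, CG9121, Ance and ewg downward. Simulated unchanged groups against the same controls shared 0 genes in each of 20 runs with edgeR, but had at most 1 gene called in either comparison, so this value is no yardstick for the 123. At an unadjusted p under 0.05, 964 genes went the same way in both knockdowns and 326 opposite ways, against 65 to 103 going the same way and a mean of 1.4 opposite ways in the simulations. The simulated groups held no changed genes, so unrelated changes in the knockdowns would also exceed these values, which are no yardstick for the 964 and 326 either. Across genes, which are not independent replicates, the covariance of the log2 fold changes was 0.360 against 0.0898 in the simulations, a difference of 0.270, while the correlation was 0.537 against 0.486 and the share with the same sign 60.4% against 66.6%. The 3 controls could not be split, so part of the excess may come from the shared controls. The count was 49, 62 and 68 without control replicate 1, 2 or 3, 55 and 54 without Psi RNAi replicate 1 or 2, and 28 without control replicate 1 and Psi RNAi replicate 1 together.

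**Figure D4:**
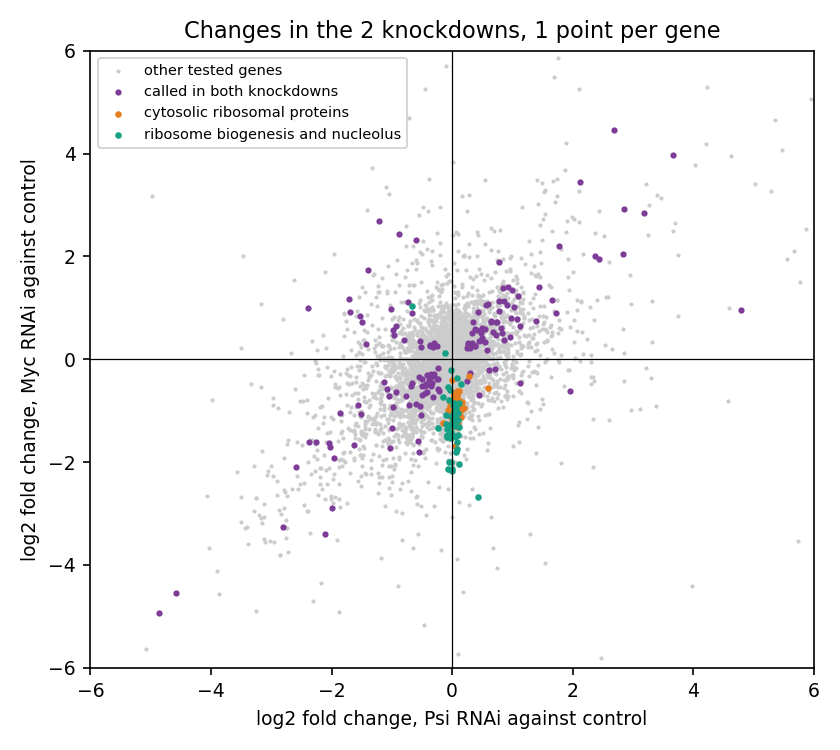
Log2 fold change against control of 9235 genes in Psi RNAi (x axis) and Myc RNAi (y axis), 1 point per gene, coloured for genes called in both knockdowns and for the ribosome lists, with 44 genes beyond the axes. The ribosomal protein and ribosome biogenesis genes lie near 0 on the x axis and below 0 on the y axis, with medians of 0.04 and 0.02 against -0.95 and -1.18.

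Splicing in Psi RNAi was described from the authors' deposited tables, where 1349 of 13635 listed events, in 582 of 3074 genes, had an FDR below 0.01. Among events with a listed FDR of 0, the inclusion level of a skipped exon of rl, the ERK kinase gene (2R, 1076816 to 1076877), differed by 0.647. It was followed by an alternative 3' splice site of the lipophorin receptor gene LpR2 (0.588), skipped exons of the kinase genes Dyrk2 (0.569), Stlk (0.532) and Pitslre (0.501) and of LManII (0.428), alternative 5' splice sites of Bacc (0.512) and CG32280 (0.509), mutually exclusive exons of lap (0.425) and an alternative 3' splice site of cg (0.417). Skipped exons made up 719 events (53.3%), mutually exclusive exons 353 (26.2%), alternative 3' splice sites 145, alternative 5' splice sites 113 and retained introns 19. Dscam1, singled out after its values were seen, held 126 of the mutually exclusive events, out of 1244 listed for it. Over all genes 353 of 2635 listed events of this type passed, so the share in Dscam1 was no larger than that. The median size was 0.141, and 861 events reached 0.1. Among genes the study names, ewg (0.320, X, 271802 to 271875) and SF1 (0.309, 3R, 17542415 to 17542490) held skipped exon events with a listed FDR of 0, and B52, Saf-B and CG7971 held events of 0.024, 0.012 and 0.08. Only 1 event of Myc, an alternative 3' splice site, was listed in the authors' deposited tables, and it had an FDR of 1.

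**Figure D5:**
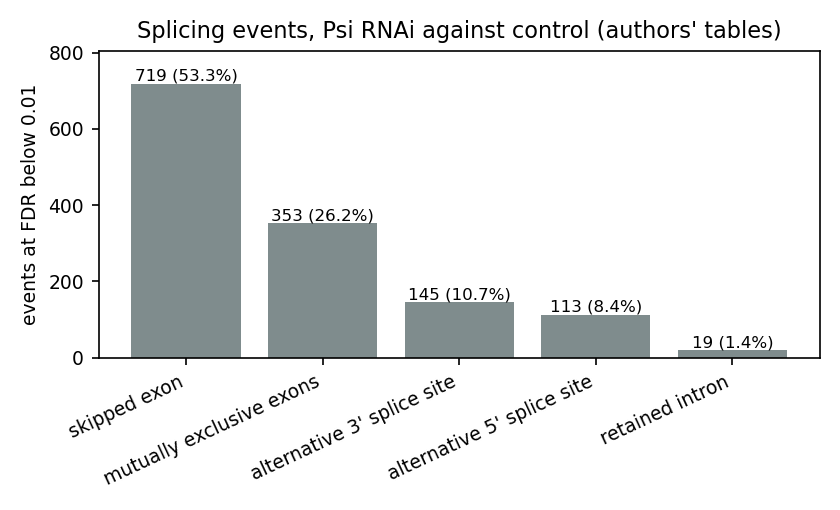
Number of splicing events with an FDR below 0.01 (y axis) by type (x axis) in the authors' deposited tables for Psi RNAi against control. Skipped exons made up 53.3% and mutually exclusive exons 26.2% of the 1349 events.

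Genes for splicing factors were among those with altered splicing. Of 28 such genes with a listed event, 19 (67.9%) held one below the threshold against 18.5% of other genes, an odds ratio of 9.30 (Fisher's exact test, two-sided, p = 1.78e-08, and 4.98e-07 after Benjamini-Hochberg adjustment over 28 lists). With expression held in 10 classes the odds ratio was 6.17 (95% interval 2.68 to 14.2). The largest sizes among their events of smallest FDR were 0.309 in SF1, 0.261 in mbl, 0.203 in how, 0.187 in su(w[a]) and 0.182 in tra2, the last 4 picked after their values were seen. The next smallest adjusted p was 0.218, for the ribosomal protein list with 2 of 41 genes. Of 164 called genes that had listed events, 57 also held an event below the threshold, where 31.5 were expected from 577 such genes among 3008 (odds ratio 2.38, 95% interval 1.67 to 3.36, Fisher's exact test, two-sided, p = 1.16e-06). Pitslre was one, rising by 0.37 in expression (edgeR adjusted p = 0.00683), as were ewg, SF1 and B52.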

Values the study reported

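The study reported 882 differentially expressed genes in Psi knockdown wing discs at an FDR of 1%. Of these, Myc had a log2 fold change of -0.369 and an adjusted P of 0.0008, another 428 genes were lower and 453 were higher. For splicing, the study reported 1349 events at 582 genes, 53% of them exon skipping and 26% mutually exclusive exons. It reported 111 genes that were both differentially expressed and alternatively spliced.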

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

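The tests of the large changes in Psi RNAi, of Myc mRNA, of the summary lines and of other groupings for the lists between the knockdowns were chosen only after the result was seen, and those of the ribosomal protein genes and of the remaining groupings before.

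The knockdowns differed from each other in 2060 genes by a direct test. Of these, the ribosomal protein genes stand out, with a median log2 fold change of -0.95 in Myc RNAi and 0.04 in Psi RNAi. Genes matched on exonic length and expression had a median of -0.21 in Myc RNAi (5th to 95th percentile of matched sets -0.33 to -0.18), which argues against a length bias, and less against an effect of abundance, since the matched genes had a median of 137 CPM against 1223 CPM. With DESeq2's size factors the list's median, less that of all genes, was -0.92. A size factor shifts all genes of a library alike, so this difference could hardly move and is no test of scaling. It shows only that the list lay below the median gene. The 67 genes whose symbol names no second copy had a median of -0.96, which argues against reads shared between paralogs as the whole cause. A response to lower Myc stays a hypothesis, open beside other differences between the crosses that were not tested.

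Myc mRNA had log2 fold changes of -0.39 in Psi RNAi and -0.34 in Myc RNAi, neither past the threshold in the edgeR fit of all 9 libraries without a block, while the ribosomal protein genes differed between the knockdowns. The 95% interval of the second value ended at -0.53, above -1, so the error of the estimate does not hide a fall to 0.5 of control in these libraries. Reads of a Myc hairpin transcript counted at Myc, which could raise its value in Myc RNAi, cannot be told apart from reads of Myc mRNA in counts per gene. Myc protein was not measured in these data.

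In Psi RNAi, 68 called genes changed by at least 2 on the log2 scale (42 higher, 26 lower), 18 of them as far and the same way in Myc RNAi, and 10 had at most 3 counts in a group. Of the 67 with a position, 7 (10.4%) lay within 20 kb of another, against a median of 2.99% and a 95th percentile of 8.96% in 10000 random sets (permutation p = 0.0434), and in Myc RNAi 20 of 96 did (20.8%, p = 0.0003), so regions of the genome that differ between the crossed stocks are a candidate source of some. Hsp70Bb, whose promoter sequence many UAS insertions carry, rose in both knockdowns while 14 of the 17 heat shock and chaperone genes, with Hsp70Bb, its copy Hsp70Ba (3.63 in Psi RNAi and 7.59 in Myc RNAi) and Hsc70-2 (8.44 and -1.35) left out, had medians of -0.09 in Psi RNAi and -0.53 in Myc RNAi (-0.03 and -0.47 over all 17), as reads from the insertions would give, but w, a marker gene of such insertions, was at 1.21 ± 0.30 in Myc RNAi and missed the threshold (edgeR adjusted p = 0.0210, with a range of 7.23e-06 to 0.0746 over its alternatives and a call with DESeq2 and with only the 2 groups fitted), which leaves it open. The other gene of the pigment and marker list called in Psi RNAi, y, was at 3.97 to 4.76 CPM there. It stood at 0.0316 to 0.121 CPM in the controls and 0.167 to 0.283 CPM in Myc RNAi, and was not part of the test of w. Both tested genes within 100 kb of tio, CG2528 and CR44804, picked after their values were seen, were called, both of them higher, against 4.03% of genes elsewhere called in either direction (Fisher's exact test, two-sided, p = 0.00164), which may reflect an insertion near tio, while an effect of lower Psi and the genotype of the controls, which is not certain, stay open.

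Read pairs outside the gene counts were compared with the controls as well, and no share could pass 0.05. Pairs aligned to more than one place averaged 13.6% ± 1.93 in Myc RNAi against 9.96% ± 0.516 in the controls (SD, n = 3, exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allows). Pairs in no annotated gene averaged 1.69% ± 0.187 against 1.31% ± 0.0183 (SD, n = 3, exact permutation test, two-sided, p = 0.1, again the smallest possible). In Psi RNAi these shares were 10.5% ± 0.852 and 1.38% ± 0.106 (SD, n = 3, exact permutation test, two-sided, p = 0.5 and 0.4), and ambiguous pairs gave p = 0.6 in Psi RNAi and 0.2 in Myc RNAi by the same exact test.

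Other groupings of the libraries were tried for each comparison. There are 10 splits of 6 libraries into 3 and 3, so a share under 0.05 cannot be reached. With only the 2 groups fitted, 1 of the 10 splits gave as many genes as the real 284 for Psi RNAi (highest other 0), 1 as many as the real 1631 for Myc RNAi (highest other 0) and 1 as many as the real 1630 for Psi RNAi against Myc RNAi (highest other 0). For the lists, 9 of the 10 splits gave at least the real 3 in Psi RNAi (highest other 8), 8 at least the real 9 in Myc RNAi (highest other 11) and 3 at least the real 10 between the knockdowns (highest other 15). Of the 4 splits that part all 3 pairs of control and Myc RNAi libraries, the real one gave 1631 genes and 9 lists and the others at most 0 and 10, while the 6 that part 1 pair gave at most 0 and 11. For genes called the same way in both knockdowns, 3 of 100 splits of the 9 libraries gave at least the real 123, a share under 0.05. The splits ignore the pairing of control and Myc RNAi libraries, so this share does not settle whether a chance regrouping could give that number. It also says nothing of whether the knockdowns share more genes than their separate changes would give. The other splits as large gave 941 and 993 genes, both with the 3 Myc RNAi libraries as the reference, which points to the difference of that group from the rest, and the highest of the remaining splits was 33.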

How the results depend on the processing

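limma-voom and leaving out control replicate 1 with Psi RNAi replicate 1 were chosen only after the result was seen. No named gene or list that was called reversed its direction under any alternative. The genes changed in Psi RNAi (376) became 873 with DESeq2, which included all 376, 82 without control replicate 1 and Psi RNAi replicate 1, 975 at an adjusted p below 0.05, 132 with an absolute log2 fold change of at least 1, and 150 to 305 without 1 library. Those in Myc RNAi (1754) became 2812 and 378 under the same thresholds, those between the knockdowns (2060) 3215 and 499, and those called in both (123) became 295 with DESeq2, 28 without the same libraries, 349 and 34 under the same thresholds, and 49 to 98 without 1 library. The looser and stricter thresholds change the counts by construction, and fewer libraries leave fewer degrees of freedom. For DESeq2 the cause was not tested. Under the other alternatives the counts stayed within 1.5 times, at 284 to 513 for Psi RNAi, 1215 to 2350 for Myc RNAi, 1393 to 2589 between the knockdowns and 119 to 151 for both. Of 12 lists called, 11 to 15 were called without 1 library and 0 with an estimated correlation, which allows for genes of a list varying together. Splicing events (1349) fell to 861 with a difference of at least 0.1, and were 1866 at an FDR below 0.05 and 1115 with at least 20 reads. The odds ratio of expression with splicing changes lay between 1.62 and 2.64. Named genes kept their side of the threshold in 1689 fits without 1 library, lost it in 168 and gained it in 9, and with DESeq2 257 kept it and 50 gained it.

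The replicate numbers were taken to pair the libraries of control and Myc RNAi, where every pair passed 0.1, and not those of the other comparisons. Control and Psi RNAi stood at 0.304, 0.0901 and 0.212 for replicates 1, 2 and 3. Replicate 2 missed 0.1 narrowly, so these values do not show control and Psi RNAi to be unpaired. Fat body sums also fell from replicate 1 to replicate 3 in every group. Of all 9 pairs with the same number, 5 had correlations of their deviations over 0.1, with a range of -0.21 to 0.44, and 8 of 9 libraries correlated best with their own number, a hint from the data and not the design. With the replicate number as a block the counts were 421 for Psi RNAi, 1894 for Myc RNAi, 2173 between the knockdowns, 151 for both and 12 lists. In Myc RNAi it added the call of Myc given above and changed no other call of a gene or list described for that comparison. In Psi RNAi it ended the calls of w and Rab3 and added that of CR44811. Among all genes the naming rule took, it ended 8 calls and added 13. Detection was limited at the low end, as in simulations all of the 4-fold changes missed lay below 10 CPM. Whether depth or the spread between libraries sets this limit was not tested.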

Other observations

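Some members of the wing disc, trachea, splicing factor and ecdysone lists were called in Myc RNAi, where 19.0% of all tested genes were called and camera called none of these 4 lists. In the wing disc list 3 of 33 genes rose and 1 fell, with the hedgehog ligand gene hh at 0.23 ± 0.05, the homeodomain gene zfh2 at 0.38 ± 0.06 and drm at 0.42 ± 0.06 upward and Ance at -0.64 ± 0.05 (camera adjusted p = 0.186 for the list). With edgeR the call of hh was lost without any one of the 6 libraries (adjusted p from 5.98e-05 to 0.0237 over its alternatives). In the trachea list the FGF receptor gene btl changed by -0.92 ± 0.13, while serp and sano rose by 0.29 ± 0.05 and 0.31 ± 0.06 (camera adjusted p = 0.771). The calls of serp, lost without control replicate 1 or 3 or Myc RNAi replicate 3, and of sano, lost without control replicate 1 or 3 or Myc RNAi replicate 1 or 2 and with only the 2 groups fitted, had edgeR adjusted p from 2.31e-07 to 0.0154 and from 1.07e-05 to 0.0228 over their alternatives.

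Among 55 splicing factor genes in Myc RNAi, 4 rose and 4 fell, the same numbers adjusted over the list alone (camera adjusted p = 0.517). CG13900 changed by -0.62 ± 0.04 and the spliceosome gene Prp19 by -0.42 ± 0.05, and qkr58E-3 rose by 0.52 ± 0.08. In the ecdysone list Eip55E, which encodes an enzyme of cysteine synthesis, changed by -0.83 ± 0.06, and the receptor gene EcR rose by 0.39 ± 0.07 (edgeR adjusted p = 0.00268), a call lost without control replicate 2 or 3 or Myc RNAi replicate 1 or 3 (1.32e-06 to 0.0137 over its alternatives).

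Markers of male dosage compensation and of the Y chromosome, a list of 12 genes led by roX1, which was singled out after its values were seen, summed to 704, 247 and 311 CPM in the controls, 474, 224 and 751 CPM in Psi RNAi and 1021, 514 and 822 CPM in Myc RNAi. Neuron and glia markers summed to 290, 280 and 201 CPM in the controls, 191, 164 and 192 CPM in Psi RNAi and 397, 293 and 334 CPM in Myc RNAi. Of these sums, cac made up 97.6, 42.2 and 48.9 CPM in the controls and 202, 99.2 and 166 CPM in Myc RNAi. Across the 14 tested members the median log2 fold change in Myc RNAi was -0.01, with 7 higher and 7 lower. Genes whose 3 libraries of one group all lay beyond all 3 of the other numbered 3025 (32.8%) for Psi RNAi, 4253 (46.1%) for Myc RNAi and 4238 (45.9%) between the knockdowns, where chance gives 10%.

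Psi RNAi changed 376 genes with edgeR and 873 with DESeq2 at an adjusted p below 0.01. The edgeR count is lower than the value quoted from the study above and the DESeq2 count lies close to it. Genes both changed in expression and altered in splicing numbered 57 with the calls of edgeR and 111 with those of DESeq2. The edgeR count is lower than the value quoted from the study above and the DESeq2 count equals it.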
